A study of Mus musculus with 8 samples.

How the data were processed

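Granulosa cells, the somatic cells that surround the oocyte in the ovarian follicle, were profiled by ATAC-seq in 8 mouse libraries. ATAC-seq uses the transposase Tn5 to cut and tag DNA where chromatin is open, so that sequenced fragments mark accessible sequence. Per the labels' protocols, mice aged 21 days received 5 IU of eCG (equine chorionic gonadotropin, also called PMSG), which stimulates follicle growth. After 46 h they were either killed or given 5 IU of hCG (human chorionic gonadotropin), which stands in for the surge of luteinising hormone (LH), and were then killed 6 h later. Per the labels' design text, each replicate pooled cells of 2 to 3 mice, and each condition had 2 biological replicates.

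Libraries were grouped by their titles. The LH experiment, in F1 mice of a CBA and C57BL/6 cross, had 2 libraries titled hCG and 2 titled PMSG. The PR experiment, on a strain carrying a targeted allele of Pgr, the gene of the progesterone receptor, had 2 wild-type (WT) and 2 knockout (KO) libraries. The labels of the LH libraries contradict each other. The libraries titled hCG have a source name of peri-ovulatory cells and a time tag of 0 h, and those titled PMSG a source name of pre-ovulatory cells and a time tag of 6 h. Titles and source names agree, so the titles were followed, and "hCG" and "PMSG" below mean the titles. All 4 PR libraries carry the 6 h tag beside a pre-ovulatory source name, and the design text places them after hCG.

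The authors deposited 1 list of peaks per library in the 10-column narrowPeak layout, without a header. Replicates were therefore compared as separate peak calls. The peak names have the form that MACS2 gives with summit calling, but the labels name no aligner, peak caller or filter, and whether reads were shifted for the Tn5 cut is not stated. Peak names in the PR lists carry a prefix that mentions filtering and marked duplicates, and names in the LH lists do not, so the authors' processing may have differed between the experiments. Column 7 of the deposited lists is read as the fold enrichment of a summit over the caller's background, a linear ratio within the library. Columns 8 and 9 of the deposited lists are read as −log10 of a p-value and of a q-value, and no list held a −log10 q under 10. The score in column 5 of the deposited lists is 10 times column 9 without its decimals, and was not used. These are the authors' values, used only to describe, rank or filter peaks within a list. The lists hold no read numbers, so the sequencing depth behind a peak is unknown, and the number of peaks and the covered length are the only measures of a library's sensitivity. Intervals and p-values across regions describe these libraries and cover counting error only.

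Summits that share an interval were counted as 1 interval with the best fold and best −log10 q of its summits. Intervals on chromosomes 1 to 19 and X were used. Those on chromosome Y (between 3 and 9 per list) and on unplaced contigs (between 7 and 10 per list) were left out of the comparisons, except in the alternative with all sequences. Coordinates are printed counted from 1 as in the peak lists, and neither labels nor lists name the genome build. Genes were taken from a RefSeq table of assembly GRCm38.p6, restricted to 21631 protein-coding genes. The build was tested on the data: between 26.0% and 27.8% of the table's gene ends lay in a peak of a given list, against between 2.00% and 3.29% after shifting the ends. The table gives no strand and no exons, so transcription start sites could not be told from gene ends, and exons could not be told from introns. The promoter share fixed in the design was therefore measured as the share of regions whose midpoint lay within 1 kb of either end of a gene.

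Within an experiment, intervals of the 4 libraries that shared 1 bp or more were merged into regions, and a library held a region if it had a peak in it. A region was called hCG-only, PMSG-only, WT-only or KO-only if both libraries of that group held it and neither library of the other group did. The 4 libraries of an experiment can be split 2 against 2 in 3 ways. The 2 crossed splits, each mixing the groups, were counted in the same way for comparison. Each of their sides joins a library of each group, so they do not show what a difference in list length between groups produces. A region held by one group only also cannot be in a crossed set. Similarity of 2 libraries was the base-pair Jaccard index, the shared length over the length covered by either. The mean of the 2 within-group pairs minus that of the 4 between-group pairs was tested by an exact permutation over the 3 splits, which cannot give a p below 0.333. No region was tested singly. Gene-end shares were compared by Fisher's exact test, two-sided, with Wilson 95% intervals.

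For the overlap of the experiments, the background was the merged regions of all 8 libraries held by both libraries of the 2 groups concerned. Absence from both libraries of one opposing group was set against absence from both of the other by a Mantel-Haenszel odds ratio over 10 strata of mean peak rank, with a Robins-Breslow-Greenland 95% interval. Of the 3 gene lists, 17 LH-induced, 15 pre-surge and 13 PGR-dependent genes were fixed before the data were examined, from general knowledge, and all were found in the gene table. Group-only regions within a gene or 10 kb on either side were counted, and a list's share was placed among 10000 random lists matched on regions per gene. The regions named in the text are the 5 in each group-only set with the best mean rank by the authors' fold in the 2 libraries that hold them, each named by the gene with the nearest end. One hCG-only region that meets this rule is not reported here. Genes of the lists with a group-only region and Pgr are also named. For the genes with the most WT-only and KO-only regions, chosen after their counts were seen, absence from the other genotype was redrawn 1000 times within 50 strata of −log10 q rank, and the largest count of any gene was kept from each draw.

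Alternatives fixed before the data were examined were the same number of top peaks by −log10 q from every library, the top 20000 peaks, a −log10 q of 5, strong peaks only, a library covering 50% or more of a region, 501 bp summit windows, all sequences, a peak-based Jaccard index, other distances to genes, no rank strata, and each replicate left out. The same-number setting used the smallest list, 57992 peaks for LH and 55654 for PR or for all 8 libraries. Tests of 12 transcription factor motifs were planned and not run, since no genome sequence was used here.

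The region step was tested on simulated lists for each comparison. With the LH lists, 400 of 400 changed regions among 81943 were recovered, with 5384 further group-only regions against a mean of 5473.5 in the crossed splits. With the PR lists it recovered 400 of 400 among 91502, with 5450 further regions against 5559.5. Changed regions were set present in both lists of a group and absent from the other group. All other presence was drawn independently with the same probabilities for both groups. Full recovery and the match to the crossed splits therefore check the code only, and do not cover groups with lists of unequal length. For a simulated odds ratio of 3, the stratified estimate was 3.10 (2.95 to 3.26), and 4.79 without strata. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.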

Results

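Chromatin accessibility was measured by ATAC-seq in granulosa cells of gonadotropin-primed mice in 2 experiments of 4 libraries each. The LH experiment compared 2 libraries titled hCG with 2 titled PMSG, which addresses how accessibility differs after the hormone that mimics the LH surge. The PR experiment compared 2 wild-type (WT) with 2 Pgr knockout (KO) libraries after hCG, which addresses the part of the progesterone receptor (PGR). The time tags of the LH libraries contradict their titles, so every direction given here between hCG and PMSG follows the titles and source names.

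The number of accessible intervals per library on chromosomes 1 to 19 and X ranged from 55654 in KO replicate 2 to 84313 in WT replicate 2. The hCG libraries held 63947 ± 2291 intervals (SD, n = 2) and the PMSG libraries 58386 ± 557 (SD, n = 2). The WT libraries held 82225 ± 2953 intervals (SD, n = 2) and the KO libraries 57252.5 ± 2261 (SD, n = 2), a ratio of 1.44. Covered sequence was 38.6 ± 0.585 Mb in hCG, 29.9 ± 0.0180 Mb in PMSG, 43.8 ± 0.190 Mb in WT and 35.3 ± 5.12 Mb in KO (SD, n = 2 each). KO replicate 1 covered 38.9 Mb and KO replicate 2 covered 31.7 Mb with a similar number of intervals, as the median interval was 552 bp in the former and 456 bp in the latter. Read depth is unknown for all libraries, so a peak present in one list and absent from another can reflect sensitivity.

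Libraries of the LH experiment were compared first by shared sequence. The base-pair Jaccard index was 0.833 between the hCG replicates and 0.810 between the PMSG replicates. Between hCG and PMSG libraries it was 0.558 ± 0.00688 (SD over 4 pairs), with a range of 0.549 to 0.566. Within-group similarity exceeded between-group similarity by 0.263, and both within-group pairs lay above all 4 between-group pairs. The exact two-sided permutation p was 0.333, the smallest that 3 splits allow. The alternative that moved this difference most, peaks with a −log10 q of 20 or more, gave 0.273.

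**Figure D1:**
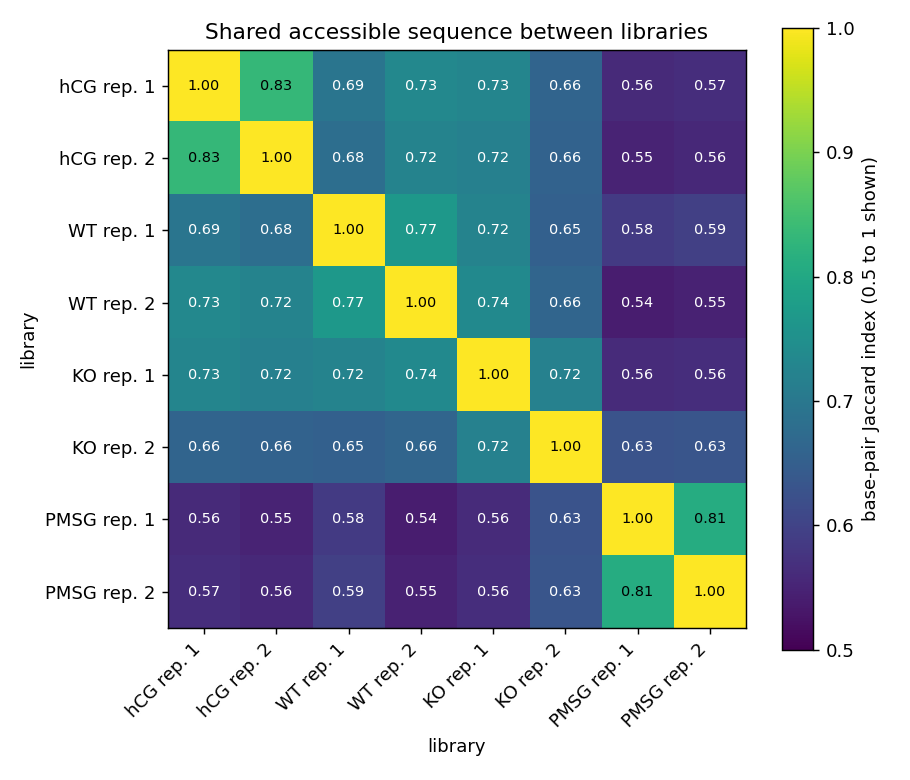
Base-pair Jaccard index (no unit, color and printed number) for each pair of the 8 libraries, with libraries on both axes and the groups hCG, WT, KO and PMSG in turn. The hCG pair reaches 0.833 and the PMSG pair 0.810, while the 4 pairs of an hCG and a PMSG library lie between 0.549 and 0.566.

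Merging the 4 LH lists gave 81943 regions, of which 40922 (49.9%) were held by all 4 libraries. Regions held by both hCG libraries and neither PMSG library numbered 14473 (17.7%), and the reverse set numbered 8511 (10.4%). The crossed splits, which mix the groups, gave totals of 578 and 508 regions, against 22984 for the real split. With 57992 peaks taken from every library, 12166 regions were hCG-only and 10450 were PMSG-only, and the crossed totals were 496 and 447. Restricting the sets to strong peaks changed the counts most, to 688 hCG-only and 502 PMSG-only regions. The ratio of hCG-only to PMSG-only regions was 1.70 with all peaks, 1.16 with the same number of peaks and 1.08 with the top 20000 peaks (4024 and 3730 regions).

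**Figure D2:**
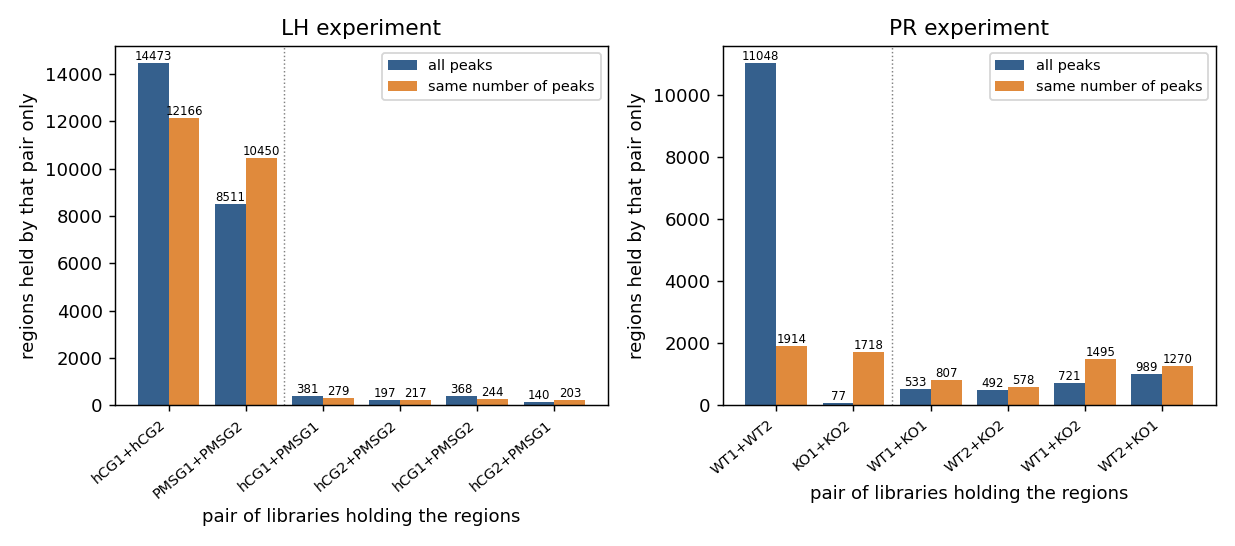
Number of merged regions (vertical axis, count from 0) held by both libraries of a pair and neither of the other pair, for every pairing within the LH and PR experiments, with all peaks and with the same number of peaks per library; bars left of the dotted line are the real groups and bars right of it the crossed splits. In the LH experiment the real groups hold 14473 and 8511 regions and no crossed pair more than 381, while in the PR experiment with the same number of peaks the real groups hold 1914 and 1718 and a crossed pair up to 1495.

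Group-only regions of the LH experiment ranked lower by the authors' fold than shared regions. The median rank percentile within the lists was 37.7 for hCG-only, 33.7 for PMSG-only and about 61 for regions held by all 4 libraries (61.2 in hCG, 60.9 in PMSG). Few lay at a gene end. The midpoint was within 1 kb of an end of a protein-coding gene for 507 of 14473 hCG-only regions (3.50%, Wilson 95% interval 3.22 to 3.82) and 247 of 8511 PMSG-only regions (2.90%, 2.57 to 3.28). Among regions held by all 4 libraries the share was 29.0% (28.6 to 29.5). The odds ratio of hCG-only to PMSG-only regions was 1.21 (1.04 to 1.42), with a two-sided Fisher's exact p of 0.0141 over regions of these libraries. It did not hold with the same number of peaks per library, where it was 0.915 (0.789 to 1.06, Fisher's exact p = 0.242). The crossed splits gave shares between 5.58% and 7.61%.

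The hCG-only region with the best mean rank lay on chromosome 12 at 66465487 to 66465793, inside Mdga2 and 6.22 kb from the nearest gene end, with the authors' fold of 19.9 and 20.5 in the 2 hCG libraries. Others among the best 5 lay inside Cfap299, outside genes nearest to Gm6657, and again inside Mdga2. Each of these named regions was also held by the 4 PR libraries. The best PMSG-only region lay on chromosome 5 at 108803750 to 108804055, inside Vmn2r8, with folds of 25.4 and 23.2. Vmn2r8 belongs to a family of similar genes, so the placement of its reads is uncertain. The next 4 were nearest to Nat8f7 (inside Alms1), Gm42163, Fgf12 and Diaph2. PR libraries held these as well. The region in Vmn2r8 was held by all 4, those at Nat8f7, Fgf12 and Diaph2 by both WT libraries and KO replicate 2, and that at Gm42163 by WT replicate 1 and KO replicate 2.

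Around the 17 LH-induced genes there were 34 hCG-only and 9 PMSG-only regions, so that hCG-only regions made up 79.1% of both. Random lists had a median of 66.7%, and the list stood at percentile 91.8 among them. Runx2 had 11 hCG-only and 2 PMSG-only among 27 regions. Btc had 4 hCG-only and 0 PMSG-only, Star 3 and 0, Nrip1 3 and 0, Ereg 3 and 1, Tnfaip6 3 and 1, and Runx1 4 and 3. Areg and Adamts1 had 1 hCG-only region each, and Sult1e1 had 1 hCG-only and 2 PMSG-only. Around Pgr, Ptgs2, Has2, Ptx3, Cyp11a1, Cebpb and Sphk1 no region was held by one group only. Around the 15 pre-surge genes there were 25 hCG-only and 19 PMSG-only regions (56.8%, percentile 15.8). Among these, Foxo1 had 6 and 4, Nr5a2 3 and 3, Inhba 3 and 2, Cyp19a1 2 and 2, Esr2 2 and 3, Lhcgr 2 and 1, Fshr 1 and 2 and Inha 1 and 2. Hsd17b1, Ccnd2, Foxl2, Amh and Gja1 had 1 hCG-only region each. With 57992 peaks from every library, the LH-induced genes had 29 hCG-only and 12 PMSG-only regions (70.7%, percentile 92.3) and the pre-surge genes 20 and 23 (46.5%, percentile 15.1), so the majority around the pre-surge genes changed sides. Nrip1 then had 2 and 2, Sult1e1 0 and 2, Runx1 3 and 3, Runx2 10 and 3, and Ereg 2 and 1. Of the pre-surge genes, Esr2 had 1 and 4, Nr5a2 3 and 4, Inhba 3 and 3, and Foxo1 5 and 4. Ccnd2 had 1 and 1, Fshr 0 and 2, and Hsd17b1 and Foxl2 0 and 0. The other genes kept their counts. Neither list stood outside the central 95% of random lists in either setting. Extending the flanks to 50 kb moved the pre-surge list to percentile 6.55 and the LH-induced list to percentile 85.5.

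For the PR experiment the targeted gene was examined first. At the lower-coordinate end of Pgr on chromosome 9, both WT libraries and all 4 LH libraries held 1 interval, at 8899809 to 8902109 in WT replicate 1 and 8899821 to 8902026 in WT replicate 2. In both KO libraries the same stretch was held as 2 intervals with a gap between them. The first interval ended at 8901045 in both, and the gap was 272 bp in KO replicate 1 and 394 bp in KO replicate 2. The first KO interval had the authors' fold of 5.46 in replicate 1 and 7.44 in replicate 2, and the one after the gap 2.79 and 2.81. A peak farther inside Pgr, at 8937520 to 8938029 in WT replicate 1, was present in both WT and both KO libraries. The lists thus separated the KO from the WT libraries at this position as their labels do.

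**Figure D3:**
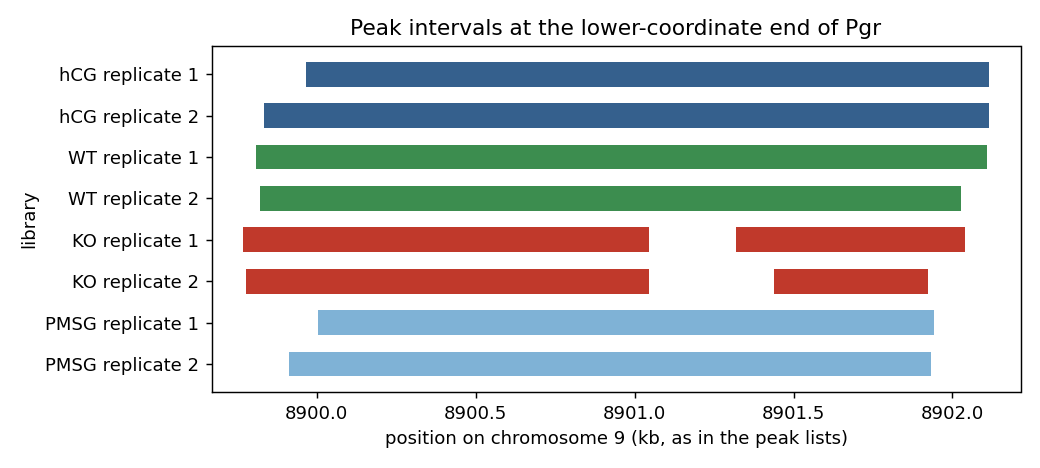
Peak intervals (bars) at the lower-coordinate end of Pgr in each of the 8 libraries (vertical axis), along chromosome 9 in kb. The 2 KO libraries hold the stretch as 2 intervals, the first ending at 8901045 in both, with gaps of 272 and 394 bp, and each of the other 6 libraries holds it as 1 interval.

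The Jaccard index was 0.767 between the WT replicates and 0.720 between the KO replicates. Between WT and KO libraries it was 0.694 ± 0.0422 (SD over 4 pairs), from 0.654 to 0.737. The within-group excess was 0.0494 (exact two-sided permutation p = 0.333, the smallest possible). The WT pair lay above all 4 WT to KO pairs and the KO pair below 2 of them. The difference between the within-group means and the WT to KO mean was little larger than the SD over those pairs. The excess was 0.00597 with the top 20000 peaks and 0.105 with a peak-based index, the alternatives that moved it most.

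Merging the 4 PR lists gave 91502 regions, of which 48754 (53.3%) were held by all 4 libraries. WT-only regions numbered 11048 (12.1%) and KO-only regions 77 (0.0842%), against crossed totals of 1025 and 1710. These counts depended on the number of peaks per list. With 55654 peaks from every library there were 1914 WT-only and 1718 KO-only regions, a total of 3632, and the crossed splits gave 1385 and 2765. The real split thus exceeded the larger crossed split by a factor of 1.31 in this setting. Of the 1718 KO-only regions, 1676 (97.6%) were held by a WT library with all peaks. With the top 20000 peaks it gave 413 and 355 regions, a total of 768, fewer than the crossed totals of 784 and 953. Leaving out WT replicate 1 raised the WT-only count to 21381, and leaving out KO replicate 2 raised the KO-only count to 574. With strong peaks the counts were 1 and 0.

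WT-only regions had a median rank percentile of 28.1 and KO-only regions of 14.8 with all peaks. With the same number of peaks these were 52.6 and 20.2, still as ranks in the full lists. Of WT-only regions, 520 of 11048 (4.71%, Wilson 95% interval 4.33 to 5.12) lay within 1 kb of a gene end, and of KO-only regions 1 of 77 (1.30%, 0.230 to 6.996). The odds ratio was 3.75 (0.521 to 27.0, two-sided Fisher's exact p = 0.270). In equal-sized lists the direction was the opposite, at 0.569 (0.409 to 0.790, Fisher's exact p = 0.000721), from 3.19% of 1914 WT-only and 5.47% of 1718 KO-only regions. Shares in the crossed splits of that setting ran from 2.52% to 7.93%, a wider range than the real groups.

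The WT-only region with the best mean rank lay on chromosome 19 at 47024917 to 47025521, inside Ina and 0.108 kb from a gene end, with folds of 18.9 and 19.9. The next 4 were nearest to Tomm7, Fhit, Efl1 and Sncaip, and all 5 were also held by both hCG libraries. The region at Tomm7 was held by both PMSG libraries as well, and that in Ina by PMSG replicate 2. The best KO-only region lay on chromosome 14 at 60435674 to 60435961, nearest to Amer2, with unequal folds of 14.9 and 5.72. The next 4 were nearest to Fgf6, Umad1, Spata13 and Stimate, and of these 5 regions only the one inside Umad1 was absent from both hCG libraries.

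Around the 13 PGR-dependent genes there were 26 WT-only and 0 KO-only regions. Random lists had a median of 100% WT-only as well, so the measure was saturated. Taking the same number of peaks gave 15 WT-only regions and 1 KO-only region (93.8%), against a random median of 50%, at percentile 83.1. Zbtb16 accounted for 12 of the 26 regions with all peaks and 8 of the 15 with the same number. Vcan had 4 WT-only regions with all peaks, Epas1 3, Adamts1, Ctsl and Snap25 2 each and Prkg2 1. With the same number of peaks, Vcan, Epas1 and Snap25 had 2 each, Ctsl 1, and Adamts1 and Prkg2 0. Epas1 then also had the 1 KO-only region. No group-only region was found around Edn2, Hif1a, Pparg, Adcyap1, Cxcr4 and Il6.

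DNA near a targeted gene can come from another strain, so regions within 10 Mb of Pgr were compared with the rest. WT-only regions made up 38 of 334 regions near Pgr (11.4%, Wilson 95% interval 8.40 to 15.2) and 12.1% (11.9 to 12.3) elsewhere. KO-only regions made up 1 of 334 near Pgr (0.299%, 0.0529 to 1.68) and 0.0834% elsewhere. With the same number of peaks the WT-only share near Pgr was 4.05% (2.21 to 7.29) against 2.78% elsewhere. The KO-only share was 4.45% (2.505 to 7.80) against 2.49% (2.38 to 2.61). The intervals overlap in each comparison at 10 Mb. Within 5 Mb of Pgr and with the same number of peaks, the KO-only share was 6% (9 of 150 regions, 3.19 to 11.01) against 2.49% (2.37 to 2.61) elsewhere, and these intervals do not overlap.

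The experiments were then compared over all 8 libraries. WT libraries had a higher Jaccard index with hCG libraries (0.708 ± 0.0245, SD over 4 pairs) than with PMSG libraries (0.567 ± 0.0273). KO libraries also had a higher index with hCG (0.691 ± 0.0371) than with PMSG (0.597 ± 0.0387). The index also depends on covered length, which was lower in PMSG than in hCG. By share of intervals held, the order was the same only in WT replicate 2 and KO replicate 1. WT replicate 1 held 90.7% and 91.1% of hCG intervals, against 91.9% and 92.0% of PMSG intervals. KO replicate 2 held 75.0% and 76.5%, against 77.9% in each PMSG library. Among 53922 regions held by both hCG and both WT libraries, 21.2% of those absent from PMSG were also absent from KO, against 2.48% of the others. The rank-stratified odds ratio was 7.03 (95% interval 6.498 to 7.60), and 13.4 (11.5 to 15.7) with the same number of peaks. For regions held by both PMSG and both KO libraries, absence from hCG went with absence from WT at an odds ratio of 19.3 (8.24 to 45.3). That estimate rested on 14 of 24 regions, and was 7.03 (6.00 to 8.23) with the same number of peaks.

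Crossed pairs of PR libraries gave a wide range of such odds ratios. With the same number of peaks, regions held by WT replicate 2 and KO replicate 1 and absent from the other PR libraries overlapped hCG-only regions at an odds ratio of 12.7 (10.7 to 15.1), close to the 13.4 of the real WT set. The other crossed pairs gave 3.50 for both replicates 2, 1.67 for both replicates 1 and 0.413 for WT replicate 1 with KO replicate 2. Regions held by WT replicate 1 and KO replicate 2 overlapped PMSG-only regions at 53.1 (45.4 to 62.1), above the 7.03 of the real KO set. For PMSG-only regions the other crossed pairs gave 7.27 for both replicates 1, 4.64 for both replicates 2 and 1.83 for WT replicate 2 with KO replicate 1. WT-only regions also overlapped PMSG-only regions, at 11.5 (9.17 to 14.4). KO-only regions overlapped hCG-only regions at 1.89 (1.56 to 2.29), below their 7.03 for PMSG-only regions. The order depended on the list length. With all peaks, WT replicate 2 and KO replicate 1 gave 10.1 (7.96 to 12.7) for hCG-only regions, above the interval of the real WT set. The real WT set then gave 8.49 (7.72 to 9.34) for PMSG-only regions, more than its 7.03 for hCG-only regions.

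The PR libraries differed within genotype in how many LH group-only regions they held. With the same number of peaks, WT replicate 1 held 62.1% of 11652 hCG-only regions (Wilson 95% interval 61.2 to 63.0) and 45.2% of 10017 PMSG-only regions (44.2 to 46.2). WT replicate 2 held 77.4% (76.6 to 78.1) and 16.7% (15.9 to 17.4). KO replicate 1 held 68.4% (67.6 to 69.2) and 26.4% (25.5 to 27.2), and KO replicate 2 held 51.9% (51.0 to 52.8) and 44.5% (43.6 to 45.5). The hCG-only percent minus the PMSG-only percent averaged 38.8 ± 31.0 in WT and 24.7 ± 24.5 in KO (SD, n = 2 each), a difference smaller than the spread between replicates.

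**Figure D4:**
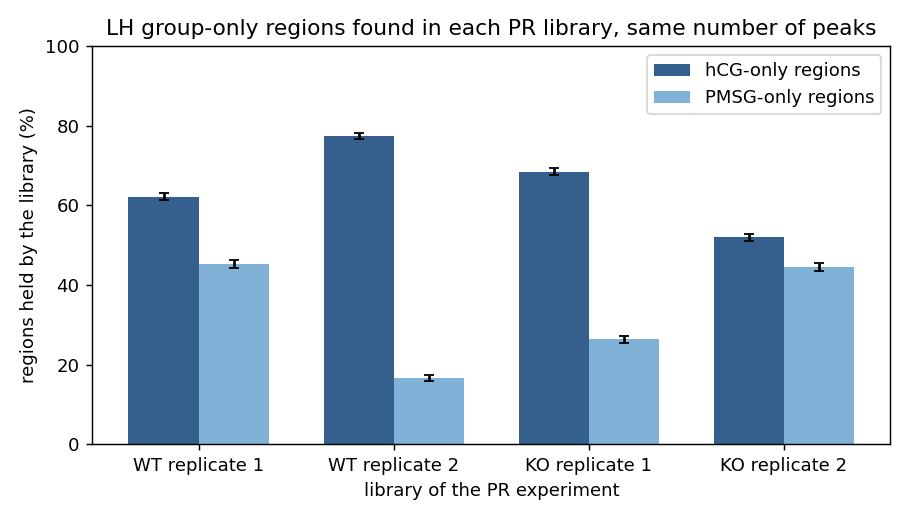
Percent of hCG-only and PMSG-only regions of the LH experiment (vertical axis, 0 to 100) held by each PR library, with the same number of peaks per library; bars are shares of 11652 and 10017 regions and error bars are Wilson 95% intervals. WT replicate 1 and KO replicate 2 hold 45.2% and 44.5% of PMSG-only regions, against 16.7% in WT replicate 2 and 26.4% in KO replicate 1.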

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

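The tests in this part were chosen after the chromosome Y intervals had been seen. Granulosa cells come from females, yet the 8 lists together held 47 intervals on chromosome Y. That chromosome entered only the alternative with all sequences. Each list held between 3 and 9. Of the 47 intervals, 43 lay within 100 kb of Mid1-ps1, a pseudogene in the gene table, named after X-linked Mid1. The other 4 were 1 in each PR library, all between 42512377 and 42512605. No list held an interval within 10 kb of Ddx3y, Eif2s3y, Kdm5d or Uty, which are active genes on the Y, where male cells would be expected to give peaks (0 intervals over 4 genes and 8 lists). The count of 0 argues against cells or DNA from a male. A candidate explanation for the 43 intervals is reads shared between X and Y copies of a sequence, since they gathered at 1 place next to such a copy. An interval over Mid1-ps1 itself was present in all 4 LH libraries with the authors' fold of 26.7 to 33.0 and in none of the 4 PR libraries. The experiments differ in strain and possibly in the authors' filtering, and these cannot be separated here. The origin of the 4 intervals outside that place stays open, and no biological explanation was tested.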

How the results depend on the processing

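Peaks with a −log10 q of 20 or more and PR regions away from LH group-only regions were alternatives chosen after the data had been seen, and the others were fixed before. Of 111 alternatives over 16 results, 3 reversed the result, 35 moved it and 73 did neither. A count was taken as moved past 1.5 times, a Jaccard difference past 1 SD, a tested odds ratio or list only if it changed direction or its side of the threshold, and a share or a fit with one replicate left out if it left the 95% interval of the reported value. Several of the 73 therefore changed in size. A −log10 q of 5 removed no peak and tests nothing. Tests of 12 motifs with their alternatives were not run, as no genome sequence was used here.

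The LH counts stayed within 1.5 times with the same number of peaks, 50% coverage, summit windows, all sequences, a −log10 q of 20 and each replicate left out. With the top 20000 peaks they fell to 4024 hCG-only and 3730 PMSG-only regions, and with strong peaks to 688 and 502, as fewer peaks entered. The LH Jaccard difference moved from 0.263 to 0.273 (0.272569) with the top 20000 peaks, 0.272 (0.272104) with the peak-based index and 0.272996 with a −log10 q of 20, each by little more than the spread between pairs. The LH gene-end odds ratio of 1.21 was 1.27 within 3 kb of a gene end (two-sided Fisher's exact p = 5.1e-07). It reversed to 0.915 with the same number of peaks, and ran from 1.09 to 1.36 across the 4 fits that each left out one replicate. Only the same number of peaks reversed it. The cause was not tested.

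The PR counts depended on how many peaks were used. WT-only regions went from 11048 to 1914 with the same number of peaks, 1049 of them away from LH group-only regions, 413 with the top 20000 and 1 with strong peaks. KO-only regions went from 77 to 1718, 1264, 355 and 0 in the same settings. KO-only regions also moved to 317 with 50% coverage, 126 with summit windows and 41 with a −log10 q of 20. Leaving out one replicate gave 14609 to 21381 WT-only and 277 to 574 KO-only regions. Such counts rise by construction, as fewer libraries have to hold or lack a region. WT-only counts passed 1.5 times without WT replicate 1 (21381), WT replicate 2 (17800) and KO replicate 1 (18285). KO-only counts did so whichever of the 4 was left out: 277 without WT replicate 1, 460 without WT replicate 2, 517 without KO replicate 1 and 574 without KO replicate 2.

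The PR Jaccard difference of 0.0494 was 0.0212 with the same number of peaks, and moved to 0.00597 with the top 20000 peaks and 0.105 with the peak-based index. The PR gene-end odds ratio of 3.75 was 1.67 within 3 kb of a gene end (two-sided Fisher's exact p = 0.295). It reversed to 0.569 with the same number of peaks. It ran from 0.895 to 1.16 across the 4 fits that each left out one replicate, with 0.895 without KO replicate 2, so its direction rests on how 77 regions were chosen. Shares near Pgr moved to 4.05% WT-only and 4.45% KO-only with the same number of peaks.

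The overlap of hCG-only with WT-only regions ran from 4.69 to 8.93 across the fits that each left out one of the 8 libraries. That of PMSG-only with KO-only regions ran from 8.25 to 33.8, and changed most without WT replicate 2 (8.25), KO replicate 1 (33.8) and PMSG replicate 2 (30.6). With the same number of peaks the former rose to 13.4 and the latter fell to 7.03. Without rank strata they were 10.6 and 44.2. Both odds ratios stayed above 1 in all their alternatives, but the size of the second is poorly fixed. The positions of the 3 gene lists kept their side of the random median in all alternatives, except the PGR-dependent list, which was saturated with all peaks.

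Replicates of the groups share numbers, but the labels do not say that a number pairs samples. With the replicate number as a block, only same-numbered pairs of libraries entered the between-group mean, and the Jaccard difference was 0.262828 for LH and 0.0510 for PR (0.0509575). Region counts under the block are the same by construction: 14473, 8511, 11048 and 77. The crossed split that keeps numbers together gave 578 regions in LH and 1025 in PR, and the one that mixes them 508 and 1710, so same-numbered libraries did not deviate together in both experiments. Read depth is unknown, which limits every count of regions held by one group only.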

Other observations

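The tests of the LH titles, of the WT and hCG excess and of regions near Pgr were fixed before the data were examined. The 5 Mb window joined with equal numbers of peaks and the other tests in this part were chosen after the results had been seen. For Zbtb16 and Robo1, the redrawn absences replaced an earlier comparison with genes holding a like number of regions, which took no account of peak rank.

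The time tags of the 4 LH libraries are the reverse of their titles, and a mislabelled sample, with the titles reversed and the tags right, was tested against the independent PR experiment. Both WT libraries held 78.5% of hCG-only and 42.97% of PMSG-only regions, a difference of 35.5 percentage points. Most of it came from WT replicate 2, where the difference was 45.6 points (91.2% and 45.6%), against 3.54 in WT replicate 1 (79.7% and 76.2%). It was 42.1 in KO replicate 1 and 10.2 in KO replicate 2, so the sign was the same in each of the 4 libraries. As the PR libraries were collected after hCG, reversed titles would give the opposite sign. The tables argue against reversed titles, under the assumption that the PR time tags are right.

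More regions were held only by WT than only by KO with all peaks (11048 and 77, a ratio of 143), and more only by hCG than only by PMSG (14473 and 8511, a ratio of 1.70). With the same number of peaks the differences were 196 regions in PR and 1716 in LH, at ratios of 1.11 and 1.16. The top 20000 peaks gave ratios of 1.16 in PR and 1.08 in LH. The plan was to set the differences against the gap between the totals of the crossed splits, by which the WT excess would have counted as matched and the hCG excess as not matched. That gap is another quantity than a difference between the sides of a split. Lists of equal length also pull both sides towards balance whatever the cause, so a net gain or loss of sites would shrink in the same way. The planned test therefore decides nothing in either experiment. A difference in library sensitivity or depth cannot be told apart from a net gain of accessible sites after hCG, or from a net loss in the knockout, because read depth is unknown.

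WT-only and KO-only regions near Pgr may arise from a strain difference around the targeted gene. The KO-only share within 10 Mb was 4.45% with the same number of peaks, from 11 of 247 regions, with an interval that reached down to 2.505% and overlapped the share elsewhere. Within 5 Mb it was 6% (3.19 to 11.01) against 2.49% (2.37 to 2.61) elsewhere, from 9 of 150 regions, and there the intervals do not overlap. The WT-only share within 5 Mb was 4.67% (2.28 to 9.32) against 2.78% elsewhere, with overlap. The windows disagree and rest on few regions, so a strain difference cannot be told apart from chance or from an effect of the targeted allele on its surroundings.

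WT replicate 1 and KO replicate 2 held more PMSG-only and fewer hCG-only regions than the other replicate of their genotype. With the same number of peaks, WT replicate 1 was 28.6 percentage points above WT replicate 2 for PMSG-only regions, and differed by −15.3 for hCG-only regions. KO replicate 2 was 18.2 above KO replicate 1 and differed by −16.5. A difference in sensitivity or depth would move both shares the same way, so these values argue against it. A mislabelled sample, with KO replicate 2 not from a knockout, is argued against by the interval at Pgr, which ended at 8901045 in both KO libraries and ran on in the other 6. A mixed sample, or cells collected earlier in the response to hCG, stays open. PMSG-only regions had a median rank percentile of 30.05 in WT replicate 1 and 23.9 in WT replicate 2, of 23.8 in KO replicate 2 and 18.6 in KO replicate 1, against 34.3 and 34.6 in the PMSG lists. The hCG-only regions had 37.7, 44.2, 34.3 and 41.5 in these 4 PR libraries, in the same order, against 36.9 and 40.3 in the hCG lists. KO replicate 2 was thus level with WT replicate 2 for PMSG-only regions, although it held more of them. Comparing these ranks with those in the LH lists decides nothing, because the regions were chosen for being called in the LH lists. That choice was the same for all 4 PR libraries, so it does not account for the differences between replicates.

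Regions held by WT and not by KO coincided with regions held by hCG and not by PMSG, at an odds ratio of 13.4 (11.5 to 15.7) with the same number of peaks. The coincidence was not specific to hCG, as WT-only regions overlapped PMSG-only regions at 11.5, and with all peaks at 8.49 (7.72 to 9.34) against 7.03 (6.498 to 7.60) for hCG-only regions. KO-only regions leaned to PMSG with the same number of peaks, at 1.89 (1.56 to 2.29) for hCG-only and 7.03 (6.00 to 8.23) for PMSG-only regions. With all peaks these were 3.39 (1.08 to 10.6) and 19.3 (8.24 to 45.3), with overlap. The crossed pair of both replicates 1 leaned likewise with the same number of peaks, at 1.67 and 7.27. For hCG-only regions in that setting, the crossed pair of WT replicate 2 and KO replicate 1 gave 12.7. This lay inside the interval of 11.5 to 15.7 of the real WT set, and the other crossed pairs gave 3.50, 1.67 and 0.413. The spread in hCG response among the PR libraries, not genotype, may produce an association of this size, but only 1 of 4 crossed pairs did, and it joins the libraries that held the most hCG-only regions. With all peaks that pair gave 10.1 (7.96 to 12.7), above the real 7.03. The spread cannot be told apart from genotype by these odds ratios.

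In lists of equal length, the real WT against KO split gave more group-only regions than the crossed splits. Away from hCG-only and PMSG-only regions it gave 2313, against 1026 and 1167, a factor of 1.98, so the spread in hCG response is argued against as the whole cause of that excess. On LH group-only regions it gave 1319, between the crossed 359 and 1598. With the top 20000 peaks the real total was below both crossed totals. A difference in library sensitivity or depth may also make the excess. Of the 1718 KO-only regions, 97.6% (96.7 to 98.2) were held by a WT library with all peaks, so shortening the WT lists made them group-only. Among crossed pairs that percent ran from 79.1 to 93.4. Of the WT-only regions only 3.55% were held by a KO library with all peaks, but the KO lists were hardly shortened. A less sensitive list also lacks weak regions anyway. In the WT lists, these WT-only regions had a median rank percentile of 52.6, against 72.4 for regions held by all 4 libraries. KO-only regions had 20.2, against 61.3 for shared regions in the KO lists. These are ranks in the full lists. Shortening removed the weakest WT peaks by −log10 q, which can by itself raise the percentiles of those left. The ranks therefore do not show where WT-only regions lay in the shortened lists, and decide nothing about sensitivity. List length goes with genotype here, so sensitivity cannot be told apart from genotype or from other differences between the WT and KO mice, which stay open.

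Zbtb16, a gene of the list fixed beforehand, had 8 WT-only and 0 KO-only regions with the same number of peaks, the largest WT-only count of any gene. They lay on chromosome 9 between 48685801 and 48817826, all within the gene body, and 5 were hCG-only and 1 was PMSG-only in the LH lists. Both WT libraries held 16 regions around the gene, of which 0.498 would be absent from both KO libraries at the rate of regions with a like −log10 q rank. When absence was redrawn among regions of like rank, no gene reached 8 in any of 1000 draws (0 draws, largest count 7). These draws take regions as independent, and argue against a difference in library sensitivity or depth that acts through peak strength alone. In the earlier comparison, the largest WT-only count among 114 genes with a like number of regions was 4. No crossed pair held a region of this kind around Zbtb16 (largest count 0), while crossed pairs reached at most 5 around any gene. The gene was chosen for its WT-only count and a WT-only region cannot be in a crossed set. That count alone therefore does not separate the spread in hCG response among the PR libraries from genotype. With the same number of peaks, KO replicate 1 held more hCG-only regions than WT replicate 1 (68.4% against 62.1%). It also held fewer PMSG-only regions (26.4% against 45.2%). By that order, hCG-only regions held by WT replicate 1 would tend to be in KO replicate 1 too. Even with all peaks, all 8 regions were held by both WT libraries and by no KO library. However, the regions were chosen for absence from both KO libraries, and the KO lists were hardly shortened. Their absence from KO replicate 1 thus follows from the choice and does not decide about the spread, which stays open. Zbtb16 and Pgr lie on the same chromosome, so a strain difference around the targeted gene was also weighed. Within 5 Mb of Zbtb16, with the gene left out, 3.11% of 322 regions were WT-only (1.70 to 5.62). Between Pgr and Zbtb16 the share was 2.53% (1.73 to 3.68), on chromosome 9 without the gene 2.88% (2.39 to 3.48), and on other chromosomes 2.76% (2.64 to 2.89). No stretch had a share raised beyond its interval, which gives no sign of a strain segment reaching from Pgr. A small raise is within the intervals, and a variant at Zbtb16 itself was not tested, so a strain difference cannot be told apart from an effect of PGR. Lower accessibility across Zbtb16 without PGR is a candidate explanation that stays open beside these.

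Robo1 had 7 KO-only and 0 WT-only regions among 40 with the same number of peaks, the largest KO-only count of any gene. The largest count around it in a crossed pair was 1, but the gene was chosen in the same way. This count alone does not separate the spread in hCG response from genotype here either. At the rate of regions with a like −log10 q rank, 2.28 of the 28 regions held by both KO libraries would be absent from both WT libraries. Some gene reached 7 in 14 of 1000 draws with absence redrawn, which argues against a difference in library sensitivity or depth that acts through peak strength alone, again with regions taken as independent. In the earlier comparison the largest KO-only count among 14 genes was 3, and sensitivity had been left undecided for Robo1 before the redraws. With all peaks, WT replicate 1 held all 7 regions, and WT replicate 2 held all but the one at 72239736 to 72239976. Like 97.6% of all KO-only regions, each was thus held by a WT library. The regions ranked lower in the WT lists and were not absent from both, so they became KO-only when the WT lists were shortened. Genotype, the spread in hCG response and other differences between the WT and KO mice stay open.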
